# Neurohormonal signaling via a sulfotransferase antagonizes insulin-like signaling to regulate a *Caenorhabditis elegans* stress response

**DOI:** 10.1038/s41467-018-07640-w

**Published:** 2018-12-04

**Authors:** Nicholas O. Burton, Vivek K. Dwivedi, Kirk B. Burkhart, Rebecca E. W. Kaplan, L. Ryan Baugh, H. Robert Horvitz

## Abstract

Insulin and insulin-like signaling regulates a broad spectrum of growth and metabolic responses to a variety of internal and environmental stimuli. For example, the inhibition of insulin-like signaling in *C. elegans* mediates its response to both osmotic stress and starvation. We report that in response to osmotic stress the cytosolic sulfotransferase SSU-1 antagonizes insulin-like signaling and promotes developmental arrest. Both SSU-1 and the DAF-16 FOXO transcription factor, which is activated when insulin signaling is low, are needed to drive specific responses to reduced insulin-like signaling. We demonstrate that SSU-1 functions in a single pair of sensory neurons to control intercellular signaling via the nuclear hormone receptor NHR-1 and promote both the specific transcriptional response to osmotic stress and altered lysophosphatidylcholine metabolism. Our results show the requirement of a sulfotransferase–nuclear hormone receptor neurohormonal signaling pathway for some but not all consequences of reduced insulin-like signaling.

## Abstract (web summary)

Reduced insulin-like signaling is required for *C. elegans* response to many environmental stressors, but how distinct outcomes are achieved is unknown. The authors show that the cytosolic sulfotransferase SSU-1 controls neurohormonal signaling via NHR-1 to specify the animals’ osmotic stress response.

## Introduction

Changes in insulin and insulin-like growth factor signaling can elicit distinct responses in different cellular or developmental contexts. For example, obese humans exhibit a transcriptional response to insulin in adipose tissue that differs from that of non-obese individuals^1,2^. This response is independent of plasma insulin concentration^1^, indicating that the consequences of insulin signaling are distinct in different physiological contexts. Similarly, the consequences of insulin signaling can change during development. For example, injection of the insulin-like peptide Bombyxin-II into hemolymph of larvae but not into hemolymph of adults of the silk moth *Bombyx mori* results in increased conversion of trehalose into glucose^3,4^.

Although the specific physiological responses to changes in insulin signaling vary among animals, the general ability to respond to insulin signaling and to modify the specificity of responses to insulin signaling as a consequence of changing environmental and developmental stimuli is conserved among metazoa. An understanding of the molecular mechanisms that govern the sensitivity and specificity of insulin signaling in different contexts is essential for the understanding of animal development and physiology and likely to prove important for the understanding of pathologies that result from abnormalities in insulin signaling, such as obesity and type 2 diabetes.

We previously reported that *C. elegans* arrests development immediately after hatching in response to osmotic stress and that this developmental arrest involves the inhibition of insulin-like signaling and subsequent activation of the FOXO transcription factor DAF-16^5^. Earlier studies had showed that *C. elegans* also arrests development immediately after hatching in response to starvation and that this developmental arrest also involves the inhibition of insulin-like signaling and activation of DAF-16^6^. Despite these similarities in the timing and regulation of developmental arrest in response to osmotic stress and starvation, we found that these two developmental arrests are physiologically distinct^5^. Specifically, (a) developmental arrest in response to osmotic stress results in animals that are immobile and do not respond to touch, whereas animals arrested in response to starvation remain mobile and responsive, and (b) most genes that exhibit changes in expression in animals arrested in response to osmotic stress do not exhibit changes in expression in animals arrested in response to starvation and vice versa^5^. These results indicate that the inhibition of insulin-like signaling in *C. elegans* can elicit distinct physiological responses to starvation and osmotic stress. The mechanistic basis of these different responses has been unknown. Here we demonstrate that the cytoplasmic sulfotransferase SSU-1 is required in the ASJ sensory neurons for developmental arrest in response to osmotic stress, but not in response to starvation, and functions by controlling neurohormonal signaling via the nuclear hormone receptor NHR-1 to antagonize insulin-like signaling.

## Results

### Identification of SSU-1 as a regulator of developmental arrest

To determine how the inhibition of insulin-like signaling can result in distinct states of arrested development in response to osmotic stress and starvation, we screened approximately 20,000 F3 progeny of EMS-mutagenized animals for mutants that failed to arrest development in response to osmotic stress (500 mM NaCl). A nonsense allele of the cytosolic sulfotransferase gene *ssu-1* (*n5888*, W284Stop) resulted in approximately 40% of animals failing to arrest development in response to 500 mM NaCl (Fig. 1a, b). Similarly, six other independently isolated mutations in *ssu-1* (*fc73, tm1117, gk266317, gk747222, gk876992*, *gk319712*) caused animals to fail to arrest development in response to osmotic stress (Fig. 1b). To test if SSU-1 is also required for developmental arrest in response to starvation, we starved wild-type, *daf-16* and *ssu-1* mutant animals for 1 week and assayed the percentage of animals with a divided M cell; M-cell division does not occur in wild-type animals that arrest development in response to starvation^6^. We found that 0% of M cells in both wild-type animals and *ssu-1* mutants failed to arrest cell division (Fig. 1c). By contrast, 8% of M cells in *daf-16* mutants failed to arrest cell division in response to starvation (Fig. 1c), consistent with previous observations^6^. Thus, SSU-1 is required for developmental arrest in response to osmotic stress but is not required for developmental arrest in response to starvation.

**Fig. 1:**
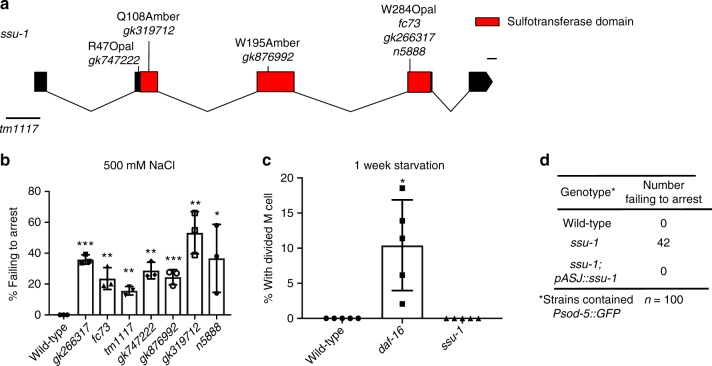
The cytosolic sulfotransferase SSU-1 functions in the ASJ sensory neurons to regulate developmental arrest in response to osmotic stress. **a** Schematic of *ssu-1* mutations that cause defects in developmental arrest in response to osmotic stress. Scale bar, 100 bp. Numbers represent amino acid numbers. **b** Percent of *ssu-1* mutants failing to arrest development in response to 500 mM NaCl. *n* = 3 experiments, each with more than 100 animals. Error bars, s.d. **c** Percent of wild-type, *daf-16(mu86)*, and *ssu-1(fc73*) animals with a divided M cell after 1 week of starvation. Animals contained ayIs7 [hlh-8::GFP fusion + dpy-20( + )] to facilitate M-cell identification. *n* > 200 animals. Error bars, s.e.m. **d** Number of wild-type, *ssu-1(fc73)*, and *ssu-1(fc73); ssu-1(* *+* *)* animals failing to arrest development in response to osmotic stress. The *trx-1* promoter was used to drive ASJ cell-specific expression of *ssu-1*. Animals also contained *wuIs57 [pPD95.77 Psod-5::GFP, rol-6(su1006)]*, which drives GFP expression in response to osmotic stress. *n* = 100 animals. *p < 0.05, **p < 0.01, ***p < 0.001. Two-tailed *t*-test. Source data are provided as a Source Data file

SSU-1 is expressed in a single pair of sensory neurons, the ASJ neurons^7^. To determine if SSU-1 functions in the ASJ sensory neurons to regulate developmental arrest in response to osmotic stress, we expressed a rescuing transgene of *ssu-1(* *+* *)* under the control of the ASJ-specific promoter *trx-1* in *ssu-1(-)* animals^8^. Expression of SSU-1 in the ASJ sensory neurons restored developmental arrest in response to osmotic stress (Fig. 1d), indicating that SSU-1 functions in the ASJ sensory neurons.

### SSU-1 controls signaling via NHR-1

In humans, the cytosolic sulfotransferases sulfonate steroid hormones such as dehydroepiandrosterone (DHEA) and pregnenolone^9^. These hormones regulate gene expression by activating nuclear hormone receptors^9^. We hypothesized that SSU-1 might similarly regulate the sulfonation of a hormone that promotes developmental arrest in response to osmotic stress by controlling the transcriptional response to osmotic stress. To determine if SSU-1 regulates gene expression in response to osmotic stress, we exposed wild-type and *ssu-1* mutant embryos to either 50 mM or 500 mM NaCl for 3 h and quantified mRNA expression using RNA-seq. 

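The deposited values for this experiment cover 10 libraries of stranded, paired-end RNA-seq. Wild-type embryos and *ssu-1(fc73)* mutant embryos each gave 2 libraries at 50 mM NaCl and 3 libraries at 500 mM NaCl. The authors mapped the reads with RSEM and deposited FPKM, fragments scaled to the length of the transcript and to the mapped fragments of the library, for each gene. The number of mapped fragments is not among the values used here. Estimated from the spacing of low FPKM values, it lay between 20400000 and 29000000 per library, with group medians of 22400000 (wild type, 50 mM), 23500000 (wild type, 500 mM), 22800000 (*ssu-1*, 50 mM) and 23400000 (*ssu-1*, 500 mM). The change of a gene was computed as in Fig. 2a, the mean FPKM at 500 mM over the mean FPKM at 50 mM plus 1. Genes with an FPKM of at least 1 in at least 2 of the libraries, 13924 in all, were then tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Fold changes on this scale understate the changes of genes with low FPKM. A gene was counted as induced when its change in wild type was above 2 with an adjusted p-value under 0.05, and as SSU-1-dependent when its log2 change was also larger in wild type than in *ssu-1* mutants, by the interaction of genotype and NaCl with an adjusted p-value under 0.05. The *ssu-1* gene itself (Y113G7A.11) was at low FPKM in all libraries. In wild type it was at 2.07 ± 0.403 FPKM (SD, n = 2) at 50 mM and 2.85 ± 0.127 (SD, n = 3) at 500 mM. In *ssu-1* mutants it was at 0.65 ± 0.396 (SD, n = 2) and 1.53 ± 0.282 (SD, n = 3), and every mutant library was below every wild-type library. The difference at 50 mM had a log2 fold change of -0.91 (standard error 0.19, adjusted p = 0.0664 from limma), which did not pass the threshold. The difference at 500 mM, with a log2 fold change of -0.61 (standard error 0.15, adjusted p = 0.0441), did. The sample labels list several *ssu-1* alleles and a *daf-16::gfp* transgene for these libraries, and the allele given here is that of the paper's methods.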

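In wild-type embryos, 287 genes had a change above 2 after exposure to 500 mM NaCl, and 284 of them also passed the adjusted p-value. The way the ratio was formed moved this number most. With 0.1 added to both FPKM means in place of 1 to the lower term, 1246 genes had a change above 2. Slower development at 500 mM stays open as an explanation for part of the induced genes. A list of early-embryo genes rose in wild type, with 17 of 19 genes higher (median log2 change 0.53). That median lay at percentile 100 of random lists matched on mean expression. Which induced genes this reaches was not tested. Of the induced genes, 63 (22.2%) were SSU-1-dependent. Their change in *ssu-1* mutants was a median of 9.44% of the change in wild type, and for 56 of them it was below 2. The share of SSU-1-dependent genes rose with the size of the wild-type change. It was 23 of 225 genes with a change between 2 and 4, 20 of 35 genes with a change between 4 and 10, and 20 of 24 genes with a change above 10. With a mutant change under 50% of that in wild type and no test, the numbers were 67, 23 and 21. Part of the rise can therefore lie in the test, which detects fewer losses where the wild-type change is small. The largest change was that of F08H9.4, from 0.295 ± 0.0778 FPKM (SD, n = 2) to 65.8 ± 3.75 (SD, n = 3) in wild type, a change of 50.8. In *ssu-1* mutants F08H9.4 reached 1.11 ± 0.641 FPKM (SD, n = 3) at 500 mM, a change of 0.795, and the log2 changes of the genotypes differed by 5.15 (standard error 0.31, adjusted p = 1.06e-05 from limma). The 4 genes with a change above 10 that were not SSU-1-dependent were *gpdh-1*, R09E10.13, F44E7.2 and *acdh-2*. For F44E7.2 the change was 15.3 in wild type and 26.6 in *ssu-1* mutants (adjusted p of the difference 0.115 from limma), and for *acdh-2* it was 11.5 and 16.0 (adjusted p 0.641). The genes *fipr-22*, *fipr-23* and *fipr-24*, all SSU-1-dependent, share a family name and a place on the chromosome, and the counting could have split reads between them.

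**Figure D1:**
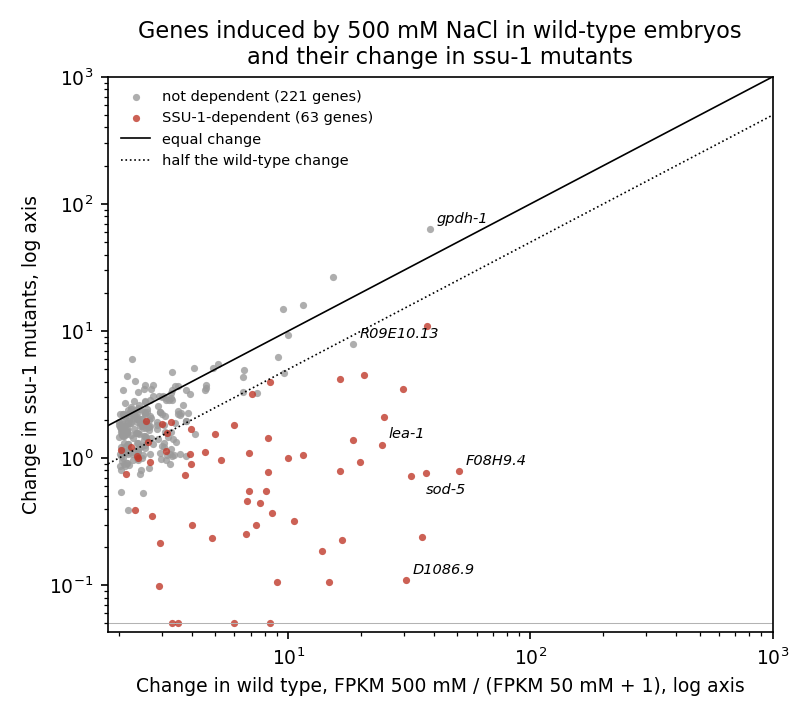
Change of each of the 284 induced genes in wild-type embryos (horizontal, log axis) and in *ssu-1* mutants (vertical, log axis), as mean FPKM at 500 mM NaCl over mean FPKM at 50 mM NaCl plus 1. The 63 SSU-1-dependent genes are red, the other 221 are gray, the solid and dotted lines mark an equal change and a change halved, and mutant changes under 0.05 are drawn at 0.05.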

We found that the expression of 434 genes was upregulated greater than twofold in response to osmotic stress and that SSU-1 function was required for the expression of 106 of these genes (Supplementary Dataset 1), including 20 of the 25 genes that exhibited a greater than 10-fold increase in expression in response to osmotic stress (*p* < 0.05, two-tailed *t*-test) (Fig. 2a). For example, the genes that encode the superoxide dismutase *sod-5*^10^ and the osmotic stress resistance protein *lea-1*^11^ exhibited a >25-fold increase in expression in response to osmotic stress, and their increased expression in response to osmotic stress required SSU-1 (Fig. 2a). 

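In wild-type embryos *sod-5* (ZK430.3) rose from 1.01 ± 0.12 FPKM (SD, n = 2) at 50 mM NaCl to 74.5 ± 4.64 (SD, n = 3) at 500 mM, a change of 36.99. In *ssu-1* mutants it went from 0.5 ± 0.339 (SD, n = 2) to 1.14 ± 0.2 (SD, n = 3), a change of 0.762 with the added 1 in the denominator. The log2 change was larger in wild type by 4.70 (standard error 0.21, adjusted p = 1.07e-06 from limma with Benjamini-Hochberg adjustment). For *lea-1* (K08H10.1) the FPKM in wild type went from 17.4 ± 1.06 (SD, n = 2) to 450.7 ± 17.1 (SD, n = 3), a change of 24.5. In *ssu-1* mutants *lea-1* went from 16.1 ± 1.34 (SD, n = 2) to 21.9 ± 1.31 (SD, n = 3), a change of 1.28, and the log2 changes differed by 4.20 (standard error 0.10, adjusted p = 5.72e-09). At 500 mM every wild-type library was above every *ssu-1* library for both genes. With each library left out in turn, the wild-type change lay between 35.5 and 38.6 for *sod-5* and between 23.5 and 25.5 for *lea-1*. Adding 0.1 to both means gave 66.9 for *sod-5* and 25.7 for *lea-1*, where the paper gives more than 25 for both. From these differences between the genotypes, the paper states that the increased expression of both genes in response to osmotic stress required SSU-1.

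**Figure D2:**
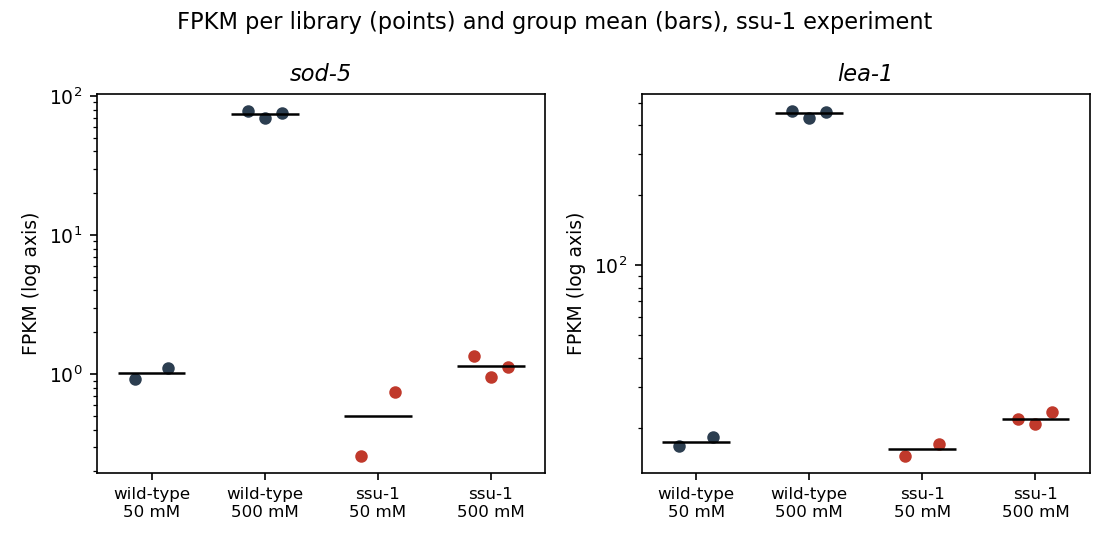
FPKM of *sod-5* and *lea-1* in each of the 10 libraries (points, log axis) with the mean of each group (bars), for wild-type and *ssu-1* embryos at 50 mM and 500 mM NaCl. The wild-type libraries at 500 mM lie between 69.4 and 78.4 FPKM for *sod-5* and the *ssu-1* libraries at 500 mM between 0.95 and 1.35.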

We confirmed that SSU-1 was required for the increased expression of *sod-5* in response to osmotic stress using a GFP reporter (Fig. 2b, c). GFP was expressed broadly throughout the animal in response to osmotic stress, and this broad increase in expression required SSU-1 function in the ASJ sensory neurons (Fig. 2b, c). We note that previous studies demonstrated that several genes that exhibit increased expression in response to osmotic stress, such as *gpdh-1* and *gpdh-2*, are required for survival and development in response to osmotic stress^5,12^. It thus seems likely that other genes upregulated in response to osmotic strength, such as *sod-5* and *lea-1*, similarly act to aid survival in response to osmotic stress.

**Fig. 2:**
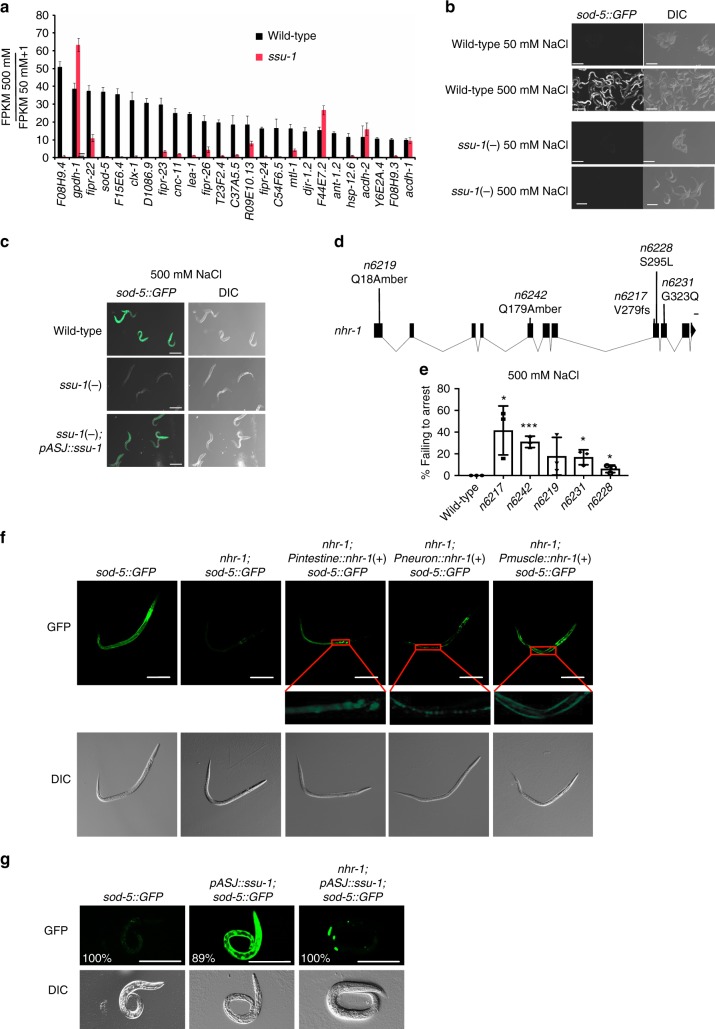
The nuclear hormone receptor NHR-1 is required for SSU-1 to promote the transcriptional response to osmotic stress. **a** Average fold change in mRNA expression in wild-type and *ssu-1(fc73)* mutant embryos at 500 mM NaCl as compared to 50 mM NaCl measured by RNA-seq (FPKM 500 mM NaCl/FPKM 50 mM NaCl + 1). Shown are the 25 genes that exhibited the greatest increase in expression in wild-type animals at 500 mM NaCl vs. 50 mM NaCl. *n* = 3 replicates. Error bars, s.d. **b** Confocal and differential interference contrast (DIC) images showing *Psod-5::gfp* expression in wild-type and *ssu-1(fc73)* L1-stage mutants exposed to 500 mM NaCl for 24 h. Scale bars, 100 µm. **c** Confocal and DIC images of *Psod-5::GFP* expression in wild-type, *ssu-1(fc73)*, and *ssu-1(fc73); ssu-1(* *+* *)* L1-stage mutants exposed to 500 mM NaCl for 24 h. The *trx-1* promoter was used to drive ASJ cell-specific expression of SSU-1. Scale bars, 100 µm. **d** Schematic of *nhr-1* mutations that cause defects in developmental arrest in response to osmotic stress. Scale bar, 100 bp. fs: frameshift. Numbers represent amino acid numbers. **e** Percent of *nhr-1* mutants failing to arrest development in response to 500 mM NaCl. *n* = 3 experiments, each with more than 100 animals. Error bars, s.d. **f** Representative confocal and DIC images of *Psod-5::GFP* expression in wild-type and *nhr-1(n6242)* mutant dauers. The *ges-1* promoter was used to drive intestine-specific expression, the *rab-3* promoter was used to drive neuron-specific expression, and the *unc-54* promoter was used to drive muscle-specific expression. Scale bar, 100 µm. **g** Representative confocal and DIC images of *Psod-5::GFP* expression in wild-type and *nhr-1(n6242)* L1-stage animals. The *trx-1* promoter was used to drive ASJ cell-specific expression of SSU-1. Animals expressed GFP specifically in coelomocytes under the control of the *unc-122* promoter as a co-injection marker. %, percent of animals that expressed GFP as in the representative image shown. Scale bar, 100 µm. *p < 0.05, **p < 0.01, ***p < 0.001. Two-tailed *t*-test. Source data are provided as a Source Data file

To identify factors that function downstream of SSU-1 to control the transcriptional response to osmotic stress, we performed a larger screen of approximately 200,000 F3 progeny of EMS-mutagenized animals for mutants that both (1) failed to arrest development in response to osmotic stress, and (2) failed to express *sod-5::gfp* in response to osmotic stress. We identified five alleles of the nuclear hormone receptor gene *nhr-1* (*n6217, n6219, n6228, n6231, n6242*) (Fig. 2d, e).

We attempted to determine whether *nhr-1* acts cell-autonomously by testing for rescue of the loss of *sod-5::GFP* expression in *nhr-1* mutants. We expressed a copy of the wild-type *nhr-1* gene using either the endogenous *nhr-1* promoter or any of a variety of cell-type-specific promoters, but we were unable to observe rescue, possibly because of toxic consequences of *nhr-1* overexpression (see Supplementary Discussion). Besides arresting development in response to food deprivation or high osmolarity, *C. elegans* also arrests its development in response to harsh environmental conditions, entering an alternative third-larval stage known as the dauer larva^13^. Like the other developmental arrests, dauer arrest is regulated by insulin-like signaling^13^. Interestingly, we found that *sod-5::GFP* was expressed in dauer-arrested animals and that this expression required NHR-1, as in animals that arrest in response to osmotic stress (Fig. 2f). We found that *sod-5::GFP* expression was cell-autonomously restored in transgenic animals that tissue-specifically expressed a wild-type copy of *nhr-1*, i.e., dauers that expressed *nhr-1* in the intestine expressed *sod-5::GFP* only in the intestine, dauers that expressed *nhr-1* in neurons expressed *sod-5::GFP* only in neurons, and dauers that expressed *nhr-1* in muscles expressed *sod-5::GFP* only in muscles (Fig. 2f). We conclude that NHR-1 functions cell-autonomously to promote gene expression.

Overexpression of *ssu-1* in the ASJ sensory neurons was sufficient to drive the expression of *sod-5::gfp* even in the absence of osmotic stress (Fig. 2g). To test if the expression of *sod-5::gfp* in animals that overexpressed *ssu-1* required NHR-1, we examined *nhr-1* mutants that overexpressed *ssu-1*. Overexpression of *ssu-1* did not result in *sod-5::gfp* expression in *nhr-1* mutants (Fig. 2g). These results indicate that NHR-1 is required for SSU-1 to drive the expression of *sod-5* and suggest that SSU-1 and NHR-1 function in the same pathway. We propose that in the ASJ sensory neurons SSU-1 sulfonates a small-molecule substrate to generate a ligand for NHR-1 and that this ligand then activates NHR-1 in one or more target tissues to drive the transcriptional response to osmotic stress and developmental arrest. In addition, our results indicate that while signaling via SSU-1 is not required for all developmental arrests regulated by insulin-like signaling (Fig. 1c), SSU-1 might regulate aspects of other arrested states, such as the expression of *sod-5* in dauer-arrested animals (Fig. 2f).

### SSU-1 acts antagonistically to insulin-like signaling

The developmental arrest of *C. elegans* in response to osmotic stress involves the inhibition of insulin-like signaling, which results in the activation of the FOXO transcription factor DAF-16^5^. 

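A further 12 libraries, 3 for each of wild-type and *daf-16(m26)* embryos at 50 mM and at 500 mM NaCl, were deposited in the same unit as for the *ssu-1* experiment and with wild-type libraries of their own. By their library numbers, 2 of the 3 wild-type libraries at 50 mM belong to another series than the other 10. The estimated number of mapped fragments was between 14600000 and 20100000 for the wild-type libraries at 50 mM, between 19900000 and 22800000 for those at 500 mM, and between 20300000 and 24900000 for the *daf-16* libraries. The change and the test were the same as in the *ssu-1* experiment, and 14868 genes passed the filter on low FPKM. The *daf-16* gene (R13H8.1) was at 84.6 ± 9.24 FPKM (SD, n = 3) in wild type and 153 ± 3.68 (SD, n = 3) in *daf-16* mutants at 50 mM, a log2 difference of 0.86 (standard error 0.12, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment), higher in 3 of 3 mutant libraries. At 500 mM it was at 229 ± 18.3 (SD, n = 3) and 250 ± 41.8 (SD, n = 3). The mRNA level of *daf-16* was therefore not lower in the mutant libraries, and it does not test their genotype. The labels of these libraries list a second *daf-16* allele beside m26, and the allele given here is that of the paper's methods.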

To determine if DAF-16 and SSU-1 regulate the expression of the same or different target genes, we exposed wild-type and *daf-16* mutant embryos to 50 mM or 500 mM NaCl and quantified mRNA expression by RNA-seq. 

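In wild-type embryos of the *daf-16* experiment, 1026 genes had a change above 2 at 500 mM NaCl, and 1025 of them passed the adjusted p-value. Of these, 223 (21.8%) were DAF-16-dependent, with a log2 change that was larger in wild type than in *daf-16* mutants. The rule for dependence moved this number most. It was 166 when the change in the mutant also had to be under 50% of that in wild type, and 283 when a gene was called dependent for a mutant change under 2 without a test. The change in *daf-16* mutants was a median of 28.5% of that in wild type, and 182 of the 223 genes had a mutant change below 2. Of the 223 genes, 208 were also lower in *daf-16* mutants than in wild type at 500 mM by limma's unadjusted p under 0.05. A higher level in the mutant at 50 mM can also give a call. The *daf-16* gene itself was counted as dependent, although at 500 mM it was at 229 FPKM in wild type and 250 in mutants. DAF-16-dependent genes made up 122 of 811 genes with a wild-type change between 2 and 4, 58 of 160 with a change between 4 and 10, and 43 of 54 with a change above 10. F08H9.4 again had the largest change, 490.6 in wild type and 20.9 in *daf-16* mutants, where it was at 687 ± 105 FPKM (SD, n = 3) and 36.7 ± 4.99 (SD, n = 3) at 500 mM. The log2 changes differed by 4.53 (standard error 0.30, adjusted p = 1.15e-06 from limma). Of the DAF-16-dependent genes, 7 still had a change above 10 in *daf-16* mutants, with 27.3 for *sod-5* as the largest. In this experiment too, the early-embryo list rose in wild type at 500 mM (18 of 20 genes, percentile 100 of the random lists). Slower development therefore stays open for part of the induced genes here as well.

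**Figure D3:**
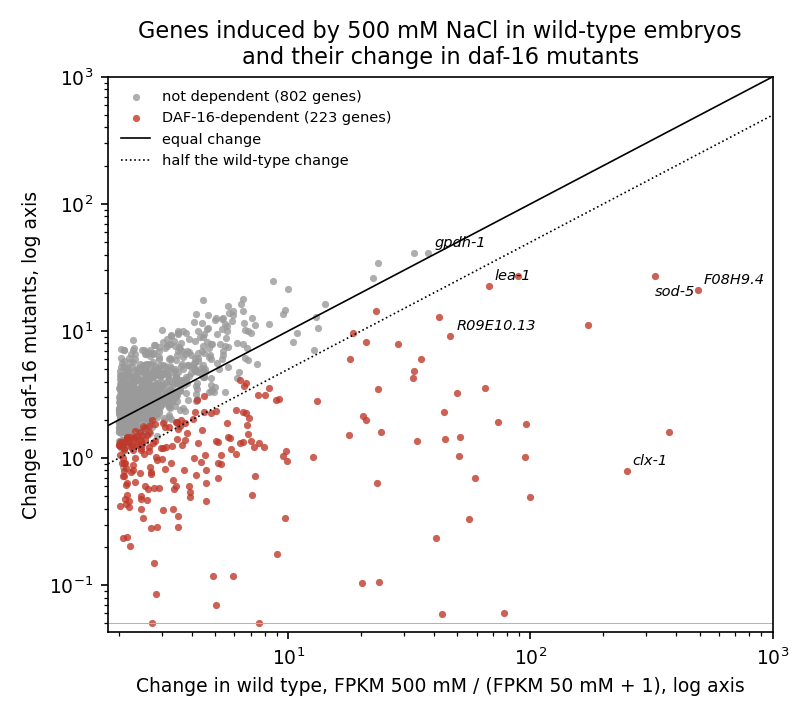
Change of each of the 1025 induced genes in wild-type embryos (horizontal, log axis) and in *daf-16* mutants (vertical, log axis), as mean FPKM at 500 mM NaCl over mean FPKM at 50 mM NaCl plus 1. The 223 DAF-16-dependent genes are red, the other 802 are gray, the solid and dotted lines mark an equal change and a change halved, and mutant changes under 0.05 are drawn at 0.05.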

We found that 161 genes both exhibited a greater than twofold increase in expression in response to osmotic stress and were dependent on DAF-16 for their induction (Fig. 3a, b and Supplementary Dataset 2). Notably, all 25 of the genes that exhibited the largest DAF-16-dependent increases in expression in response to osmotic stress also required SSU-1 for their expression. Similarly, all 25 of the genes that exhibited the largest SSU-1-dependent increase in expression in response to osmotic stress also required DAF-16 for their expression (Supplementary Dataset 2). 

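Ranked by the wild-type change, the 25 leading DAF-16-dependent genes had changes between 35.4 (F40G12.5, outside the rule for named genes and chosen after its value was seen) and 490.6 (F08H9.4). Of them, 24 had a larger log2 change in wild type than in *ssu-1* mutants with an adjusted p-value under 0.05 from limma. The exception was R09E10.13, whose change in the *ssu-1* experiment was 18.5 in wild type and 7.90 in *ssu-1* mutants. Its log2 changes differed by 1.12 (standard error 0.30, adjusted p = 0.128), and its FPKM at 500 mM was 19.8 ± 5.26 (SD, n = 3) in wild type and 9.17 ± 1.57 (SD, n = 3) in *ssu-1* mutants, without overlap between the libraries. For *ilys-6* (W03D2.7) the change in wild type was 95.02 in the *daf-16* experiment and 2.95 in the *ssu-1* experiment.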

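The 25 leading SSU-1-dependent genes had wild-type changes between 8.29 (C37A5.6) and 50.8 (F08H9.4), and 23 of them passed the same test against *daf-16* mutants. The exceptions were F08H9.3 and *srlf-12* (F13E9.14). C37A5.6 and *srlf-12* lie outside the rule for named genes and were chosen after their values were seen. For F08H9.3 the change was 10.9 in wild type and 9.58 in *daf-16* mutants, and the log2 changes differed by 0.14 (standard error 0.30, adjusted p = 0.763 from limma). For *srlf-12* the changes were 12.8 and 7.13, with a difference of 0.81 (standard error 0.26, adjusted p = 0.0509). Between the 20 leading genes of each list, the number shown in Fig. 3b, 14 genes were shared.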

In total, of the 161 genes regulated by DAF-16 in response to osmotic stress, 64 were also regulated by SSU-1 (Fig. 3c). However, a few genes, such as *gpdh-1*, which exhibited an approximately 50-fold increase in response to osmotic stress, did not require either SSU-1 or DAF-16 for their expression (Figs. 2a, 3a). These results indicate that most but not all of the genes that exhibited the greatest increases in expression in response to osmotic stress required both SSU-1 and DAF-16 for their expression.

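By the interaction tests, 57 genes were dependent on both SSU-1 and DAF-16, which is 90.5% of the SSU-1-dependent genes and 25.6% of the DAF-16-dependent genes. The experiments share no library. Over the 13792 genes tested in both experiments, 0.941 shared genes were expected by chance (Fisher's exact test, one-sided, p = 1.16e-100). Over the 201 genes that were induced in wild type in both experiments, and so could have met both definitions, 25.6 were expected (odds ratio 48.2, Fisher's exact test, one-sided, p = 8.22e-24). Genes are not independent replicates, so these p-values describe the lists. The shared genes kept a median of 9.09% of their wild-type change in *ssu-1* mutants and 9.56% in *daf-16* mutants. A change above 2 was left for 7 of them in *ssu-1* mutants and for 20 in *daf-16* mutants. These 2 counts do not compare the mutants, since the wild-type changes differed between the experiments. The wild-type change in the *daf-16* experiment was a median of 3.24 times that in the *ssu-1* experiment. It was larger for 43 of the shared genes and smaller for 1 (limma, interaction of experiment and NaCl). Of the 166 genes that were DAF-16-dependent only, 26 had a change above 2 in wild type in the *ssu-1* experiment and 17 were not tested there. The number of shared genes was between 46 and 84 under the other settings.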

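The *gpdh-1* gene (F47G4.3) rose from 4.56 ± 0.198 FPKM (SD, n = 2) to 215 ± 17.0 (SD, n = 3) in wild type in the *ssu-1* experiment, a change of 38.7. In *ssu-1* mutants it rose from 2.51 ± 0.424 (SD, n = 2) to 222 ± 13.2 (SD, n = 3), a change of 63.2. The log2 change was smaller in wild type, with a difference of -0.71 (standard error 0.13, adjusted p = 0.0234 from limma with Benjamini-Hochberg adjustment), while the values at 500 mM overlapped between the genotypes. In the *daf-16* experiment the change of *gpdh-1* was 37.8 in wild type and 40.8 in *daf-16* mutants, where its FPKM at 500 mM was 139 ± 6.07 (SD, n = 3) and 183 ± 9.79 (SD, n = 3), and the difference of the log2 changes was -0.09 (standard error 0.22, adjusted p = 0.779). Its paralog *gpdh-2* (K11H3.1) had changes of 4.09 in wild type and 5.08 in *ssu-1* mutants (adjusted p of the difference 0.226), and of 2.11 in wild type and 3.36 in *daf-16* mutants (adjusted p 0.00761, larger in the mutant). Among the genes induced in wild type in both experiments, 113 were dependent on neither protein, and 59 of these had a change above 2 in both mutants.

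**Figure D4:**
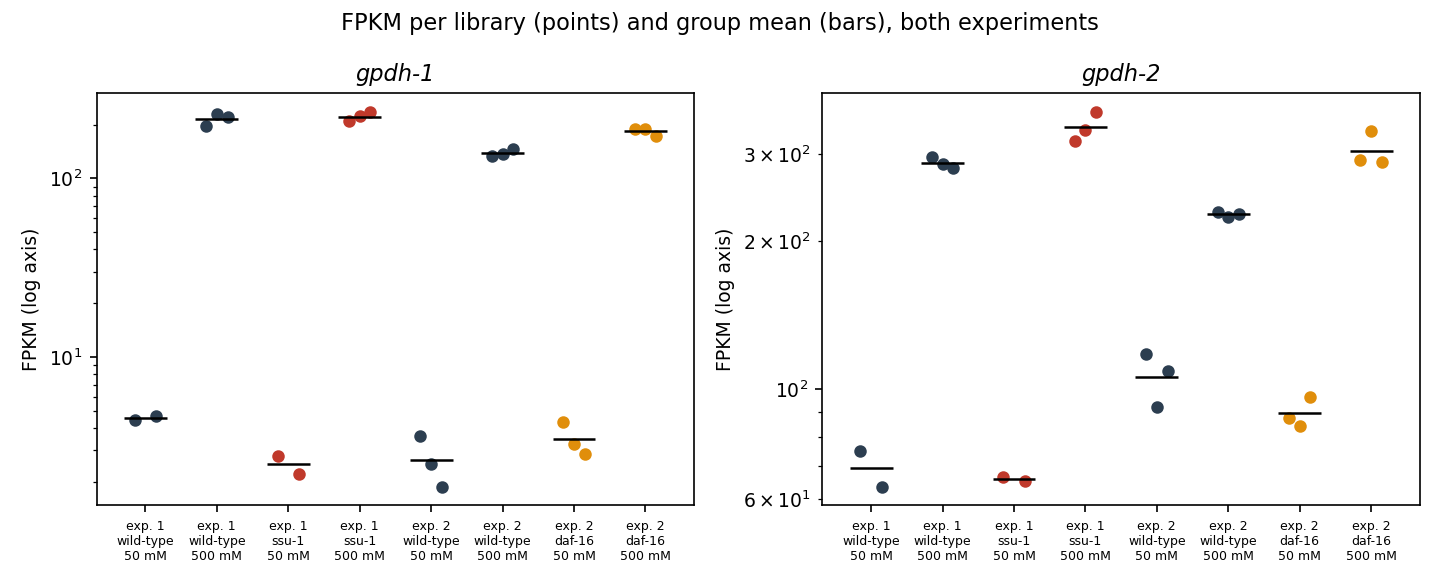
FPKM of *gpdh-1* and *gpdh-2* in each library of the *ssu-1* experiment (exp. 1) and the *daf-16* experiment (exp. 2) as points on a log axis, with the mean of each group as a bar. In all 4 groups at 500 mM NaCl, *gpdh-1* lies above all libraries at 50 mM.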

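Among the 24 genes with a wild-type change above 10 in the *ssu-1* experiment, 20 were SSU-1-dependent, and among the 54 such genes in the *daf-16* experiment, 43 were DAF-16-dependent. Only 3 genes had a change above 10 in wild type in both experiments and depended on neither protein. From the genes required by both SSU-1 and DAF-16 and the few required by neither, the paper concludes that most but not all of the genes with the greatest increases in expression required both proteins.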

**Fig. 3:**
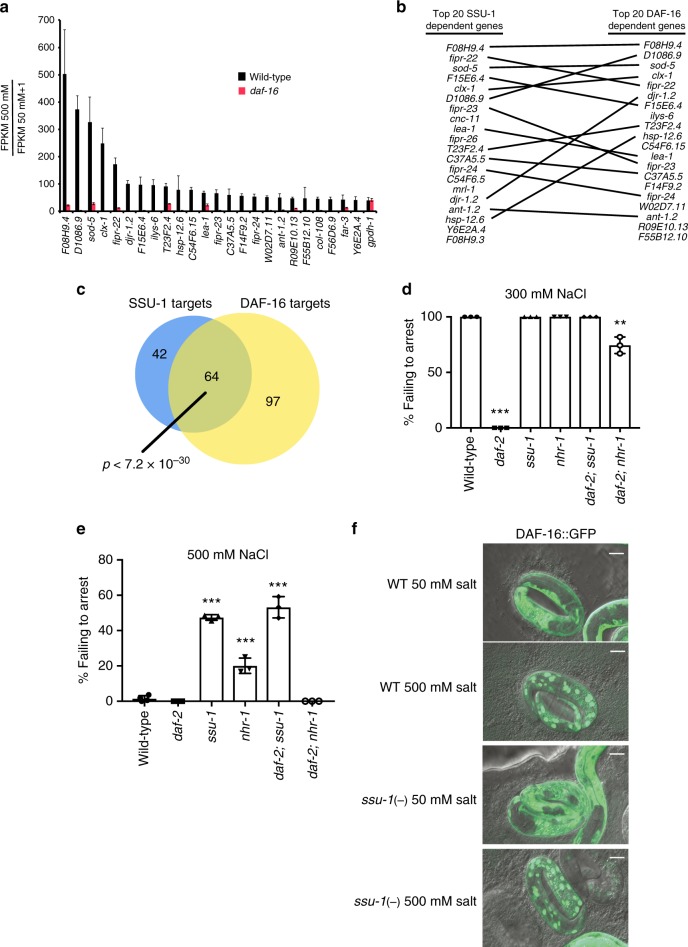
SSU-1 and insulin-like signaling via the FOXO transcription factor DAF-16 function in parallel to regulate gene expression and developmental arrest in response to osmotic stress. **a** Average fold change mRNA expression in the wild-type and *daf-16(m26)* mutant embryos at 500 mM NaCl as compared to 50 mM NaCl measured by RNA-seq (FPKM 500 mM NaCl/FPKM 50 mM NaCl + 1). Shown are the 25 genes that exhibited the greatest increase in expression in wild-type animals at 500 mM NaCl vs. 50 mM NaCl. *n* = 3 replicates. Error bars, s.d. **b** Comparison of the 20 genes exhibiting the largest SSU-1 and DAF-16-dependent increases in expression in response to 500 mM NaCl. **c** Venn diagram of genes with a greater than twofold increase in RNA expression in response to osmotic stress and dependent on SSU-1 (blue) and/or DAF-16 (yellow). *p*-value represents normal approximation to the hypergeometric probability (See Statistics and Reproducibility). **d** Percent of wild-type, *daf-2(e1370)*, *ssu-1(fc73)*, and *nhr-1(n6242)* mutant embryos failing to arrest development in response to 300 mM NaCl. *n* > 100 animals. Error bars, s.d. **e** Percent of wild-type, *daf-2(e1370)*, *ssu-1(fc73)*, and *nhr-1(n6242)* mutant embryos failing to arrest development in response to 500 mM NaCl. *n* > 100 animals. Error bars, s.d. **f** Representative confocal images of DAF-16::GFP localization after 5 h of exposure to osmotic stress (500 mM NaCl) in the wild-type and *ssu-1(fc73)* mutant embryos. Scale bars, 10 µm. Source data are provided as a Source Data file

Loss-of-function mutations in the insulin-like receptor gene *daf-2* cause animals to be more likely to arrest development in response to osmotic stress than are wild-type animals^5^. To examine interactions among *ssu-1, nhr-1*, and *daf-2*, we constructed both *daf-2; ssu-1* and *daf-2; nhr-1* double-mutant animals and exposed these mutants to either mild (300 mM NaCl) or strong (500 mM NaCl) osmotic stress. Consistent with our previous findings, nearly 100% of *daf-2* mutant embryos arrested development at 300 mM NaCl (Fig. 3d). By contrast, none of the *daf-2; ssu-1* mutants and only 30% of the *daf-2; nhr-1* mutants arrested development at 300 mM NaCl (Fig. 3d). These data indicate that both SSU-1 and NHR-1 are required for reduced insulin-like signaling to promote developmental arrest in response to osmotic stress.

At 500 mM NaCl approximately 40% of both *ssu-1* and *daf-2; ssu-1* animals failed to arrest development (Fig. 3e), indicating that SSU-1 is also required for reduced insulin-like signaling to promote developmental arrest in response to 500 mM NaCl. By contrast, approximately 20% of *nhr-1* mutants failed to arrest development at 500 mM NaCl, but all of the *daf-2; nhr-1* double mutants arrested development at 500 mM NaCl (Fig. 3e). These results indicate that NHR-1 is likely not the only downstream effector of SSU-1. In humans, individual sulfotransferases commonly sulfonate multiple targets^9^. Our data suggest that similar to cytosolic sulfotransferases in other organisms, SSU-1 modifies the activities of multiple downstream effectors, including NHR-1, to control the response to osmotic stress.

Insulin-like signaling inhibits the activation of the FOXO transcription factor DAF-16 by sequestering DAF-16 in the cytoplasm^14^. The loss of insulin-like signaling in response to osmotic stress causes developmental arrest because DAF-16 is no longer sequestered in the cytoplasm and can translocate into the nucleus^5^. To determine if SSU-1 signaling similarly promotes the translocation of DAF-16 into the nucleus in response to osmotic stress, we examined wild-type and *ssu-1* mutant animals that expressed a GFP-tagged copy of DAF-16 and assayed DAF-16 translocation to the nucleus in response to osmotic stress. SSU-1 was not required for DAF-16 translocation into the nucleus in response to osmotic stress (Fig. 3f and Supplementary Fig. 1). This observation suggests that signaling via SSU-1 functions in parallel to insulin-like signaling and DAF-16 translocation into the nucleus to regulate development and gene expression in response to osmotic stress.

### SSU-1 and insulin-like signaling regulate metabolism

We previously found that increases in the levels of glycerol, an osmolyte that protects animals from the effects of osmotic stress^12^, can prevent *C. elegans* from undergoing developmental arrest in response to osmotic stress^5^. Since *ssu-1* and *daf-16* mutants fail to undergo developmental arrest in response to osmotic stress, we asked if these mutants have increased levels of glycerol. We used mass spectrometry to profile 137 polar metabolites and 1069 lipid metabolites in wild-type, *ssu-1*, and *daf-16* mutant embryos grown in normal osmotic conditions (50 mM NaCl) (Supplementary Dataset 3). We did not observe any increase in the level of glycerol (Fig. 4a), suggesting that it is not increased glycerol production that prevents *ssu-1* and *daf-16* mutants from undergoing developmental arrest in response to osmotic stress. A few polar and lipid molecules were slightly changed in both *ssu-1* and *daf-16* mutant embryos (*p* < 0.05, two-tailed *t*-test) (Fig. 4a, b). None of the metabolites we profiled exhibited a greater than twofold change in abundance, suggesting that under normal osmotic conditions the loss of either SSU-1 or DAF-16 function has minimal effects on metabolism.

**Fig. 4:**
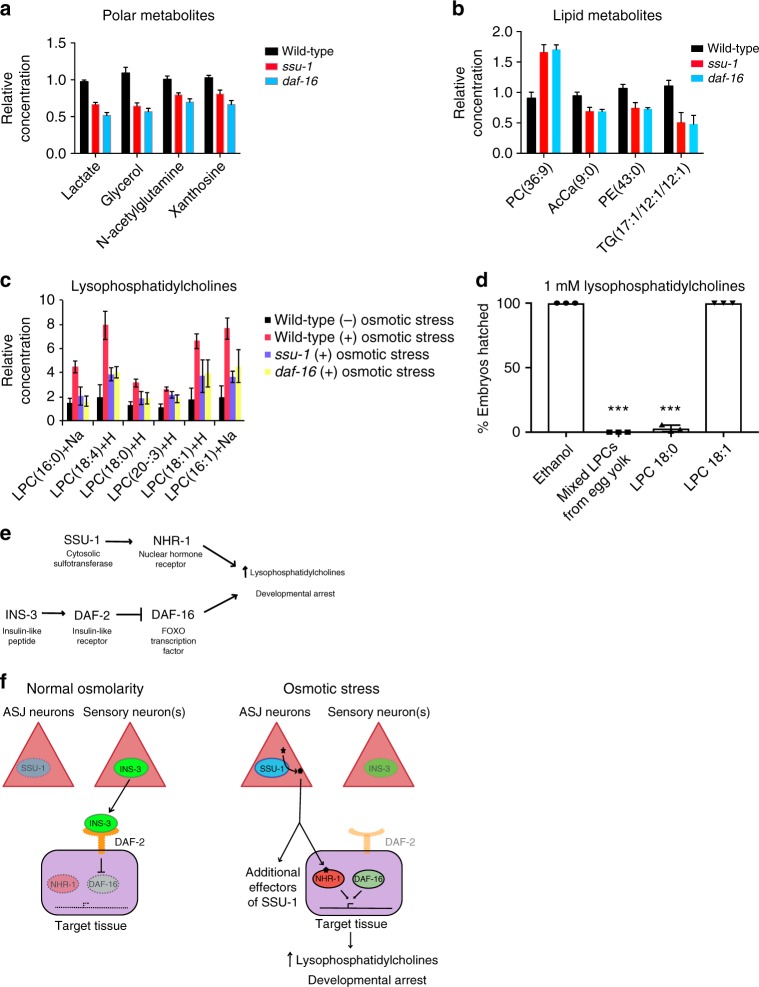
SSU-1 and DAF-16 regulate lysophosphatidylcholine levels in response to osmotic stress. **a** Relative levels of polar metabolites exhibiting a statistically significant (*p* < 0.01) change in levels in *ssu-1(fc73)* and *daf-16(m26)* mutant embryos. Metabolites were normalized to the levels of histidine. *n* = 3 replicates. Error bars, s.d. **b** Relative levels of lipid metabolites exhibiting a statistically significant (*p* < 0.01 two-tailed *t*-test) change in levels in both *ssu-1(fc73)* and *daf-16(m26)* mutant embryos. Metabolites were normalized to the levels of total lipid. *n* = 3 replicates. Error bars, s.d. PC phosphatidylcholine, AcCa acylcarnitine, PE phosphatidylethanolamine, TG triglyceride. **c** Relative levels of lysophosphatidylcholine (LPC) metabolites in the wild-type and *ssu-1(fc73)* and *daf-16(m26)* mutant embryos. Metabolites shown exhibited a statistically significant (*p* < 0.01 two-tailed *t*-test) and greater than twofold increase in abundance in response to osmotic stress (300 mM NaCl) and required both SSU-1 and DAF-16. Metabolites were normalized to the levels of total lipid. *n* = 3 replicates. Error bars, s.d. **d** Percent of wild-type embryos from parents fed 1 mM lysophosphatidylcholines (LPCs) that hatch. Error bars, s.d. **e** Diagram of the genetic pathway regulating *C. elegans* development in response to osmotic stress. This diagram is based on the results described here and the insulin-like signaling pathway regulating developmental arrest in response to osmotic stress described previously by Burton et al.^5^. **f** Model for how *C. elegans* regulates development in response to osmotic stress. This model is based on the results described here and the results described previously by Burton et al*.*^5^ Source data are provided as a Source Data file

SSU-1 and DAF-16 might regulate the production of glycerol in response to osmotic stress but not under conditions of normal osmolarity. To determine if SSU-1 and DAF-16 regulate metabolism in response to osmotic stress, we profiled polar and lipid metabolites in embryos exposed to 300 mM NaCl. We found that *ssu-1* and *daf-16* mutant embryos did not produce more glycerol than wild-type embryos in response to osmotic stress (Supplementary Dataset 3), suggesting that SSU-1 and DAF-16 do not regulate glycerol metabolism.

Among the other 1205 metabolites profiled, six polar metabolites were increased in abundance more than twofold (*p* < 0.01, two-tailed *t*-test) in wild-type animals in response to osmotic stress, including glycerol, and 12 polar metabolites that decreased in abundance more than twofold (*p* < 0.01, two-tailed *t*-test) in wild-type animals in response to osmotic stress, including several TCA-cycle intermediates (Supplementary Dataset 3). Of these 18 polar metabolites that changed in abundance in response to osmotic stress, none was regulated by both SSU-1 and DAF-16 (Supplementary Dataset 3). In addition, we identified 63 lipid metabolites that exhibited a greater than twofold decrease in abundance in response to osmotic stress and 85 lipid metabolites that exhibited a greater than twofold increase in abundance in response to osmotic stress. Of these 148 lipid metabolites that changed in abundance, six were regulated by both SSU-1 and DAF-16; strikingly, all six were lysophosphatidylcholines (LPCs) (Fig. 4c). Specifically, six LPCs exhibited between two- and eightfold increases in abundance in response to osmotic stress, and this increase in abundance required both SSU-1 and DAF-16 (Fig. 4c). Thus, embryonic metabolism is affected by osmotic stress, and SSU-1 and DAF-16 are required for the increase in LPC abundance in response to osmotic stress.

We tested whether increased LPC abundance can drive developmental arrest by adding 1 mM of either mixed LPCs from egg yolk, specific saturated LPC (18:0), or specific unsaturated LPC (18:1) into standard NGM Petri plates. We placed wild-type embryos on these plates and observed that in all cases embryos developed to adulthood normally. However, animals fed either mixed LPCs from egg yolk or saturated LPC (18:0), but not unsaturated LPC (18:1), generated exclusively dead/arrested embryos (Fig. 4d). These data indicate that an excess of specific saturated LPCs inhibits embryonic development and are consistent with the hypothesis that increased LPC abundance in response to osmotic stress inhibits embryonic development.

## Discussion

By studying how changes in insulin-like signaling drive a unique transcriptional response and developmental arrest in response to osmotic stress in *C. elegans*, we discovered that an SSU-1 sufotransferase—NHR-1 nuclear hormone receptor signaling pathway acts in concert with an insulin-like signaling pathway that includes the insulin-like peptide INS-3^1^, the insulin-like receptor DAF-2^1^, and the FOXO transcription factor DAF-16^5^ to drive gene expression in response to osmotic stress (Fig. 4d, e). Obese and non-obese humans show different transcriptional responses in adipose tissue to changes in insulin signaling, and such differences might contribute to or cause pathologies associated with obesity^1,2^. We suggest that differences in neurohormonal signaling mediated by a sulfotransferase—nuclear hormone receptor signaling pathway might underlie the observed differences in gene expression that occur in response to insulin signaling in obese vs. non-obese individuals.

More generally, numerous studies have established that the central nervous system plays an important role in regulating insulin sensitivity and specificity^15^. For example, specific neuronal cell populations, such as the agouti-related peptide (AgRP) neurons, can control responses to insulin signaling, including alterations in gene expression in distant tissues^15,16^. However, neither neuronal control of nor cellular responses to insulin signaling have previously been linked to cytosolic sulfotransferase-controlled hormonal signaling. Given the strong conservation of the insulin signaling pathway as a regulator of growth and metabolism throughout metazoan (e.g., much of the insulin signaling pathway was discovered from studies of *C. elegans*), we propose that neuronal cytosolic sulfotransferase activity functions broadly in neurohormonal signaling in mammals and that abnormalities in such signaling underlie a variety of human pathologies known to be caused by abnormalities in insulin signaling, such as obesity and type 2 diabetes.

## Methods

### Strains

*C. elegans* strains were cultured and maintained at 20 °C unless noted otherwise^17^. The Bristol strain N2 was the wild-type strain. Mutations used were:

LGI**:** *daf-16(m26, mu86)*

LGIII**:** *daf-2(e1370)*

LGIV: *ssu-1(fc73, n5883, tm1117, gk266317, gk747222, gk876992, gk319712), zIs356 [Pdaf-16::daf-16a/b-gfp; rol-6], ayIs7 [hlh-8::GFP fusion* *+* *dpy-20(* *+* *)]*

LGX**:** *nhr-1(n6217, n6219, n6228, n6231, n6242)*

Unknown linkage**:** *wuIs57 [sod-5p::GFP, rol-6(su1006)]*

Extrachromosomal arrays**:** *nEx2685 [Ptrx-1::ssu-1::mCherry::unc-54 3'UTR; Punc-122::GFP], nEx2722 [Prab-3::nhr-1::mCherry::tbb-2 3'UTR; Punc-122::GFP], nEx2720 [Punc-54::nhr-1::mCherry::tbb-2 3'UTR; Punc-122::GFP], nEx2719[Pges-1::nhr-1::mCherry::tbb-2 3'UTR; Punc-122::GFP]*

### M-cell division in response to starvation

Mixed-stage cultures on 10 cm NGM plates were washed from the plates using S-basal and centrifuged. A hypochlorite solution (7:2:1 ddH_2_O, sodium hypochlorite (Sigma), 5 M KOH) was added to dissolve the animals. Worms were centrifuged after 1.5–2 min in the hypochlorite solution and fresh solution was added. Total time in the hypochlorite solution was 7–10 min. Embryos were washed three times in S-basal buffer (including 0.1% ethanol and 5 ng/µL cholesterol) before final suspension in 5 mL S-basal at a density of 1 worm/µL. Embryos were cultured in a 16 mm glass tube on a tissue culture roller drum at approximately 25 rpm and 21–22 °C. For the M-cell division assay during starvation, the larvae were starved for 7 days before an average of 150 larvae per replicate were examined on a 5% Noble agar slide on a compound fluorescent microscope.

### DAF-16::GFP localization

Embryos were placed onto Petri plates containing 500 mM NaCl in NGM agar seeded with *E. coli* OP50 for 5 h. Confocal microscopy was performed using a Zeiss LSM 800 instrument. The resulting images were prepared using ImageJ software (National Institutes of Health). Image acquisition settings were calibrated to minimize the number of saturated pixels and were kept constant throughout the experiment.

### Assay for developmental arrest

Approximately 200 developing eggs from mothers grown at 50 mM NaCl (unless otherwise noted) were collected and placed on standard NGM Petri plates containing varying concentrations of NaCl for 48 h. After 48 h, animals that remained immobile and were not feeding were scored as arrested. Mobile animals that were feeding were scored as developing. Percent failing to arrest was defined as the percent of animals mobile and feeding (unlike animals normally arrested in response to osmotic stress) and includes L1-stage larvae.

### Mutagenesis screening

Two screens were performed to identify mutants that failed to arrest development in response to osmotic stress. In the screen that identified *ssu-1* (*n5888*, W284Opal) approximately 500 L4 stage wild-type animals were incubated with 20 µL of ethyl methanesulfonate (EMS) (Sigma) in 4 mL of M9 for 4 h at 20 °C, and approximately 20,000 F3 generation embryos were placed onto Petri plates containing 500 mM NaCl in NGM agar and screened for mutants that hatched and were mobile. In the screen that identified the alleles of *nhr-1*, approximately 20,000 L4 stage animals expressing SOD-5::GFP (*wuIs57*) were incubated with 20 µL of EMS in 4 mL of M9 for 4 h at 20 °C, and approximately 200,000 F3 generation embryos were placed onto Petri plates containing 500 mM NaCl in NGM agar and screened for mutants that hatched and were mobile.

### Cloning of *Ptrx-1::ssu-1::mCherry*

A synthetic *ssu-1* DNA fragment with synthetic introns replacing endogenous introns (endogenous introns are repetitive and could not be synthesized) was obtained from Integrated DNA Technologies using their custom gene-synthesis service. The *ssu-1* fragment was amplified with a 3' 5xGly linker using appropriate primers. The pJDM169 vector containing 1.1 kb of the *trx-1* promoter sequence upstream of the *trx-1* start codon, mCherry and an *unc-54* 3'UTR was obtained from J. Meisel^18^. The *ssu-1* DNA fragment with 5xGly linker was cloned into the pJDM169 using Infusion HD (Clontech) cloning to generate the plasmid pVD100 that contains *Ptrx-1::ssu-1(cDNA) – 5xGly – mCherry::unc-54 3'UTR*.

### Metabolite preparation and quantification

Approximately 100 µL of embryos were collected by bleaching and placed on standard NGM agar plates. After 3 h embryos were collected in M9, pelleted, and frozen. 100 µL of frozen embryos were resuspended in 600 µL methanol and lysed using a BeadBug microtube homogenizer (Sigma) and 0.5 mm Zirconium beads. After lysis, 300 µL of water and 400 µL of cholorform were added to each sample, and samples were vortexed for 1 min at 4 °C and centrifuged for 10 min at 15,000× *g* at 4 °C. After centrifugation the polar and lipid layers were separated and dried using a SpeedVac concentrator. Liquid chromatography and mass spectrometry were performed as described^19^.

### RNA-seq

Wild-type, *ssu-1(fc73)*, and *daf-16(m26)* embryos were placed on standard NGM plates. After 3 h embryos were collected in M9, lysed using a BeadBug microtube homogenizer (Sigma) and 0.5 mm Zirconium beads (Sigma), and RNA was extracted using the RNeasy Mini kit (QIAGEN). RNA integrity and concentration were assessed using a Fragment Analyzer (Advanced Analytical), and libraries were prepared using a Illumina NeoPrep RNAseq kit. Libraries were loaded for paired-end sequencing using the Illumina NextSeq500. Seventy-five-nucleotide paired-end sequencing reads were mapped against the *C. elegans* genome assembly ce10 using RSEM v. 1.2.15, with Bowtie v. 1.0.1 for read alignment (flags --paired-end -p 6 --bowtie-chunkmbs 1024 --forward-prob 0, for strand-specific libraries)^20,21^. Expected read counts per gene were retrieved and, after rounding counts to the nearest integer, used to perform differential gene expression analysis with DESeq2 in the R v. 3.2.3 statistical environment. Sequencing library size was estimated for each library to account for differences in sequencing depth and complexity among libraries, as well as gene-specific count dispersion parameters. Gene identifiers were obtained from Wormbase version WS235.

### *Psod-5::GFP* images

For Fig. 2b, c embryos were placed onto Petri plates containing either 50 mM or 500 mM NaCl in NGM agar. Arrested L1-stage animals at 500 mM NaCl were imaged after 24 h. L1-stage animals at 50 mM NaCl were imaged after 5 h to control for staging. For Fig. 2f dauer larvae were collected 7 days after starvation on plates containing 50 mM NaCl. For Fig. 2g embryos were placed onto Petri plates containing 50 mM NaCl in NGM agar and imaged after 24 h. Arrested L1-stage animals at 500 mM NaCl were imaged after 24 h For Figs. 2b, c, 3f confocal microscopy was performed using a Leica SP8 instrument. For Fig. 2f, g confocal microscopy was performed using a Zeiss LSM 800 instrument. The resulting images were prepared using ImageJ software (National Institutes of Health). Image acquisition settings were calibrated to minimize the number of saturated pixels and were kept constant throughout each experiment.

### Cloning of *nhr-1* rescuing transgenes

*R09G11.2c* was amplified from *C. elegans* wild-type cDNA and used in all vectors generated for tissue-specific expression of *nhr-1* cDNA. Infusion HD (Clontech) cloning was used to clone individual promoter fragments with *nhr-1* cDNA, 5xGly linker, mCherry and *tbb-2 3'UTR* to generate plasmids containing the generic sequence *Promoter::nhr-1 cDNA – 5xGly – mCherry::tbb-2 3'UTR*. The promoter fragments of the genes *ges-1* (in pVD104), *unc-54* (in pVD105), and *rab-3* (in pVD106) used for tissue-specific expression of *nhr-1* cDNA contain 2.9, 1.9, 1.4 and 1.3 kb, respectively, of sequence upstream of each of these genes’ start codons.

### Germline transformations

Extrachromosomal arrays were generated by injecting the corresponding plasmid and co-injection marker into the gonad of one-day old adults at the specified concentrations. Animals in the F1 progeny carrying the resulting extrachromosomal arrays were individually picked onto separate Petri plates and examined for transmission to progeny. Plates with progeny carrying transmitted arrays were maintained as independent transgenic lines. *nEx2685* was generated by injecting pVD100 at 20 μg/mL and the co-injection marker plasmid pQZ22 at 50 μg/mL into ssu-1(fc73); *wuIs57* animals. *nEx2719*, *nEx2720*, and *nEx2722* were generated by injecting pVD104, pVD105, and pVD106, respectively, at 20 μg/mL along with the co-injection marker plasmid pQZ22 at 50 μg/mL for each transgene into *wuIs57; nhr-1(n6242)* animals.

### Lysophosphatidylcholine (LPC) feeding and hatching

Mixed LPCs from egg yolk (Sigma L4129), LPC (18:0) (Sigma L2131), and LPC (18:1) (Sigma L1881) were resuspended in ethanol and added to standard NGM Petri plates at a final concentration of 1 mM. These plates were then seeded with *E. coli* OP50. Wild-type embryos were placed on plates containing either ethanol alone or LPCs in ethanol. Animals were allowed to grow for 72 h at room temperature. After 72 h, embryos were collected from adult animals and placed on new petri plates containing LPCs for 24 h, and the fraction of embryos hatched was counted.

### Statistics and reproducibility

Two-tail *t*-tests were used to compare all samples that reflect percentages of populations or populations of animals. For Fig. 3c the *p*-value was calculated using a normal approximation to the hypergeometric probability, as in http://nemates.org/MA/progs/representation.stats.html. No statistical method was used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Statistics source data available as a Source Data file.

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Description of Additional Supplementary Files

Source Data

Transparent Peer Review File

## Data Availability

All relevant data are available from the authors on reasonable request and/or are included with the manuscript. RNA-seq data are available using the GEO accession number GSE111074. The source data underlying Figs. 1b, d, 2e, g, 3d, and e are provided as a Source Data file.

# Supplementary material for: Neurohormonal signaling via a sulfotransferase antagonizes insulin-like signaling to regulate a Caenorhabditis elegans stress response
**Source:** Nat Commun. 2018 Dec 4;9:5152. doi: 10.1038/s41467-018-07640-w

1 Supplementary Discussion

2  
3 We attempted to rescue the loss of *sod-5::GFP* expression in *nhr-1* mutants by  
4 expressing a wild-type copy of *nhr-1* under the control of a 3 kb fragment of its  
5 endogenous promoter but were unable to recover any transgenic animals. We suspect that  
6 overexpression of *nhr-1* in one or more tissues in embryos promoted developmental  
7 arrest and hence prevented recovery of transgenic animals. Alternatively, it is possible  
8 that the 3 kb fragment used does not include the entire *nhr-1* promoter (the next closest  
9 gene to *nhr-1* is >25 kb away) and that *nhr-1* was not expressed in the right place or at  
10 the right time to rescue the loss of *nhr-1*. In addition, there are three possible isoforms of  
11 *nhr-1*, and it is possible that the isoform we expressed (R09G11.2c) is not the isoform  
12 that is functional in embryos to control this particular response to osmotic stress.

13  
14 We also attempted to test if tissue-specific expression of a wild-type copy of *nhr-1* could  
15 rescue the loss of *sod-5::GFP* expression in *nhr-1* mutants, we expressed a wild-type  
16 copy of *nhr-1* fused to mCherry in the intestine (using the *ges-1*

Supplementary Figure 1 SSU-1 is not required for DAF-16 translocation into the nucleus in response to osmotic stress. Confocal images of DAF-16::GFP localization after 5 hrs of exposure to 500 mM NaCl in wild-type and *ssu-1(fc73)* mutant embryos. Scale bars, 10  $\mu$ m. The red dashed lines indicate embryos scored as predominantly nuclear DAF-16 localization. The white dashed lines indicate embryos scored as predominantly cytoplasmic DAF-16 localization. Images with a red border were used as representative images in Fig. 3f.

**WT 50mM salt**  
(1/14 predominantly nuclear)

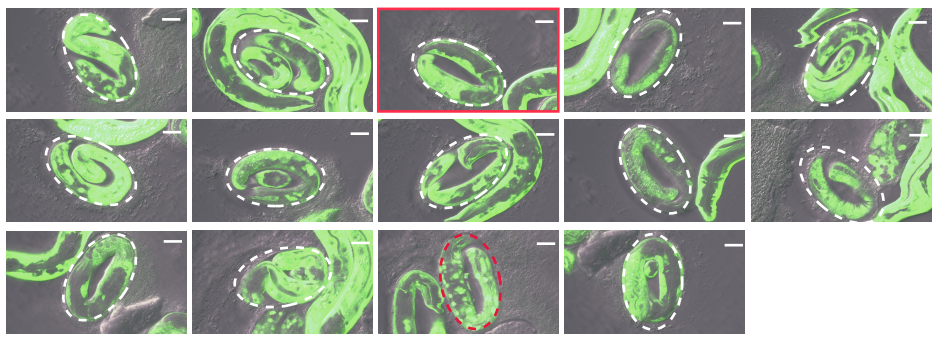

**WT 500mM salt**  
(11/14 predominantly nuclear)

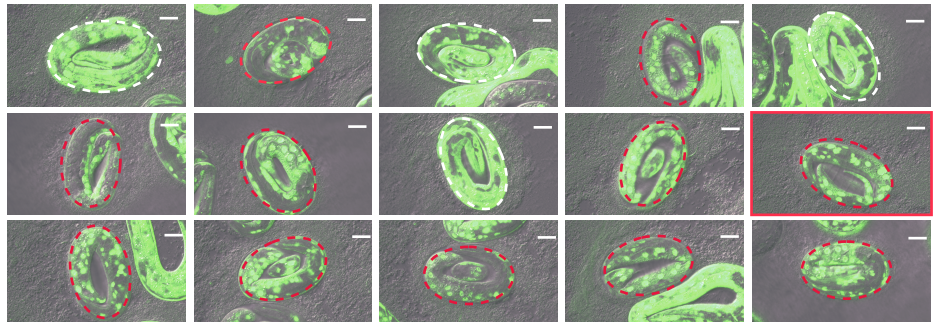

***ssu-1(-)* 50mM salt**  
(1/15 predominantly nuclear)

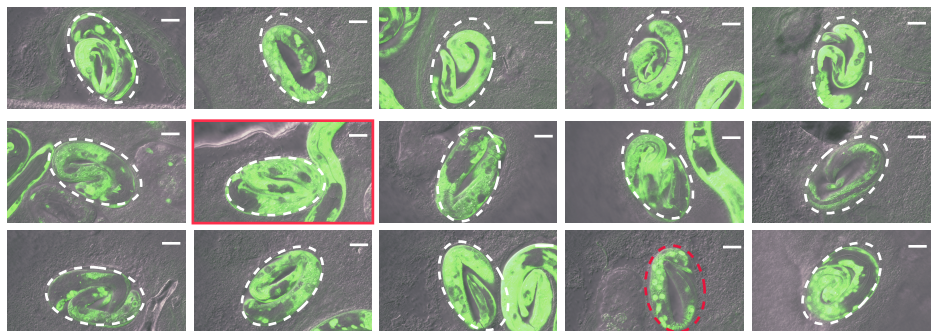

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Neurohormonal signaling via a sulfotransferase antagonizes insulin-like signaling to regulate a Caenorhabditis elegans stress response
**Source:** Nat Commun. 2018 Dec 4;9:5152. doi: 10.1038/s41467-018-07640-w
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Dataset 1:** Profile of mRNA expression in wild-type and *ssu-1(fc73)* embryos at 50 mM NaCl and 500 mM NaCl.

**Supplementary Dataset 2:** Profile of mRNA expression in wild-type and *daf-16(m26)* embryos at 50 mM NaCl and 500 mM NaCl.

**Supplementary Dataset 3:** Profile of lipid and polar metabolites in wild-type, *ssu-1(fc73)*, and *daf-16(m26)* embryos from parents grown at 50 mM and 300 mM NaCl.

How the deposited data were processed for this re-analysis (not part of the article)

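The data are RNA-seq of *C. elegans* embryos kept for 3 h at 50 mM or 500 mM NaCl. The *ssu-1* experiment (experiment 1) holds 10 libraries, with 2 wild-type and 2 *ssu-1(fc73)* libraries at 50 mM and 3 of each at 500 mM. The *daf-16* experiment (experiment 2) holds 12 libraries, with 3 for each of wild type and *daf-16(m26)* at each NaCl concentration. The 10 libraries of experiment 1 and 12 of experiment 2 were assigned to genotype and NaCl concentration from the sample labels, and no deposited column was left without a condition. The labels do not settle the strain. They list several *ssu-1* alleles and a *daf-16::gfp* transgene for the *ssu-1* libraries and a pair of *daf-16* alleles for the *daf-16* libraries, as the paper's list of strains does, and the alleles given here are those of the paper's RNA-seq methods.

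The authors mapped the reads to the ce10 assembly with RSEM and Bowtie, with gene identifiers from WormBase, and deposited FPKM per gene and library. The authors' methods name DESeq2 on rounded expected counts for differential expression, and those counts were not used here. The deposited FPKM table has 45461 rows, of which 1 without a gene name was left out, and 23483 of the remaining 45460 are at 0 in every library. Gene symbols and neighboring genes were taken from a RefSeq gene table of another assembly, WBcel235, in which 44079 identifiers matched, and no coordinates are given.

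From the FPKM the change was computed as the mean at 500 mM over the mean at 50 mM plus 1, as in Figs. 2a and 3a. Tests were made with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) on log2(FPKM + 1), with all libraries of one experiment in a fit, over genes with an FPKM of at least 1 in at least 2 libraries, and with Benjamini-Hochberg adjustment and a threshold of 0.05. The contrasts were 500 mM against 50 mM in each genotype, their difference (the interaction), and the mutant against wild type at 50 mM and at 500 mM. A gene was called repressed for an adjusted p-value under the threshold and a log2 change under -1 in wild type. A gene was called induced more in a mutant for a negative interaction that passed the threshold with a change above 2 in the mutant. Wild type was also compared between the experiments, by the interaction of experiment and NaCl. The genes named in the text are those the paper names for RNA-seq, those with the largest wild-type changes and interactions in each direction, the most repressed, and those with the largest differences at 50 mM, by a rule set before the deposited table was examined. Partial copies of Supplementary Datasets 1 and 2, with 1999 rows each and the FPKM of the same libraries, had been read before this rule, the tests and the alternatives were set. Genes named outside it are marked where they appear. FPKM that counting could have split between near-identical neighbors are uncertain, among them the *fipr* genes at C37A5 and the pair *pud-2.1* and *pud-2.2*, which have identical values.

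The tests were checked on simulated data with 200 genes changed by a known 4-fold. The interaction test recovered 196 of them (98%) with the design of experiment 1, over 13712 genes tested. With that of experiment 2 it recovered 198 (99%), over 14275 genes tested. The simulated changes were in wild type only, so smaller or partial losses were not covered. In both designs 0 unchanged genes were called dependent, but a call also needed a change above 2 in wild type. That 0 therefore does not measure the error of the interaction test. Of the unchanged genes, 12 and 10 passed the test of the wild-type change. The numbers of mapped fragments are not in the files. They were estimated from the spacing of low FPKM of genes with 1 annotated transcript, which returned the known number within 0.18% in 4 simulated libraries. The estimates lay between 14600000 and 29000000 fragments per library, with a median of 22600000. They limit the precision of genes near 1 FPKM, and an FPKM of 0 is given as listed. The simulation had negative binomial counts with a dispersion of 0.02 and 20 reads per FPKM, and does not cover other sources of variation.

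The alternatives were another pseudocount, no filter on low FPKM, rescaled and quantile-normalized FPKM, limma without the trend, the replicate number as a block, other definitions of dependence and of the change, and each library left out in turn. A fit with the series of the library numbers as a term was added after the data were seen. For stage, lists of 24 early and 24 late embryo genes were written before the test, of which 23 and 24 were found in the table, and set against 10000 random lists of the same size matched on mean expression. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.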

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

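The tests of a uniformly stronger response and of embryonic stage within each experiment were chosen only after the result was seen, and so were the fit with the library series as a term, the reading of the late-embryo list by the direction of its members and the reading of the tests of library series.

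The response of wild-type embryos to 500 mM NaCl differed between the experiments. Among 14638 genes tested, the log2 change differed for 4621 (limma, interaction of experiment and NaCl), with 2486 larger and 2135 smaller in the *daf-16* experiment. For *sod-5* the change was 36.99 in experiment 1 and 326 in experiment 2, and for *lea-1* it was 24.5 and 67.3. Library scaling was not the whole cause, since 4524 genes differed after every library was rescaled to the same total. The balance depended on scaling, with 2721 larger and 1803 smaller after rescaling, and 2642 and 2222 after quantile normalization. Depth at low genes was not the whole cause either, since among the 8664 genes with a mean FPKM of at least 10 there were 926 whose changes differed more than 2-fold. With only the 50 mM library of the same series as the 500 mM libraries, 1398 genes had a change above 2 in experiment 2, against 287 in experiment 1, but that ratio rests on 1 library at 50 mM, so the series of the 50 mM libraries stays open. Of the genes tested in all fits and changed more than 2-fold in experiment 1 (limma, adjusted p under 0.05), 109 of 402 higher ones had a larger change in experiment 2 and 21 a smaller one, and 256 of 356 lower ones were more repressed and 11 less. A uniformly stronger response does not account for all of the difference. The log2 changes of *gpdh-1* differed by -0.0019 (standard error 0.21) and those of *gpdh-2* by -0.95 (standard error 0.14, adjusted p = 0.000905), and 368 genes changed in opposite directions, past the threshold in each experiment and in the interaction. These were 374 with rescaled and 422 with quantile-normalized FPKM. Embryonic stage at collection stays open. The separation of early-embryo and late-embryo genes at 50 mM, set as its test, was not seen: the difference between the lists lay at percentile 38.96 of the random lists. But 17 of the 20 tested early-embryo genes were lower in experiment 2, and the late-embryo list had 11 members higher and 12 lower, so its median decides nothing. *his-24*, the most abundant of the early list, was at 2370 FPKM in wild type at 50 mM in experiment 1 and at 737 in experiment 2, *cyb-3* at 298 and 94.0, and the abundant late-embryo genes *sqt-3* at 4210 and 2232 and *act-4* at 2554 and 2915. These 4 genes lie outside the rule for named genes and were chosen after their values were seen. In 8 of 100 splits of the wild-type libraries into 2 sets at each concentration, the real one included, as many genes differed. The 7 others moved most or all libraries of one concentration to the other experiment and none of the other concentration, so they follow the experiment as well and the count of 8 does not decide on chance. The 99 splits other than the real one had a median of 0 genes, and the 82 that mixed the experiments at both concentrations, a reading chosen after the counts were seen, had at most 1. The experiments were made in different batches with no wild-type library in common, so no value within a batch can be had, and batch and any difference in the embryos cannot be told apart.

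Repression was not analysed in the paper. In wild type, 357 genes in experiment 1 and 1838 in experiment 2 had a log2 change under -1, and 328 were shared. The most repressed gene in both was *col-93*, with log2 changes of -3.84 (adjusted p = 2.98e-08 from limma, lower in 3 of 3 libraries at 500 mM) and -7.57 (adjusted p = 3.1e-11, lower in 3 of 3). Library scaling and gene length were not the whole cause. After rescaling, 1598 genes were repressed in experiment 2, and after a trend on transcript length was removed, 1782 of 1826 genes with a known length were still under -1 (330 of 354 in experiment 1). Embryos at 500 mM that were behind those at 50 mM remain a candidate explanation in experiment 1. There the late-embryo list lay at percentile 0.08 of the random lists (median log2 change -0.22) and the early-embryo list at percentile 100 (median 0.53). Of the late-embryo list, 0 genes were themselves among the 357 repressed, so its shift does not show how far stage reaches those genes. In experiment 2 the early list rose as well (median 0.88). A fall of the late list, set as the test, was not seen there: it lay at percentile 59.78, with 11 members higher and 12 lower. The late-minus-early difference lay at percentile 0.06. These measures part, so stage cannot be told apart in experiment 2 from a direct response to NaCl. Of the 10 splits of the 6 wild-type libraries of experiment 2 into 3 and 3, 1, the real one, gave as many repressed genes, and 1 of 10 gave as many induced genes, the smallest share that 10 splits allow. The 9 others gave 0 repressed and 0 induced genes. A slower development at 500 mM would itself be a biological effect of NaCl.

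More genes were induced more strongly in *daf-16* mutants than in wild type (405, of which 90 were also induced in wild type) than in *ssu-1* mutants (11, 2 of which were also among those of *daf-16*). The numbers rest on few libraries: without wild-type 500 mM replicate 4 there were 139 and without wild-type 50 mM replicate 5 there were 707 in *daf-16* mutants, and without *ssu-1* 500 mM replicate 3 there were 4 in *ssu-1* mutants. Scaling did not remove them, since 457 genes were called after quantile normalization. In 3 of 100 splits of the libraries by genotype, the real one included, as many genes were called, and the 2 others gave 862 and 768 with the wild-type 500 mM libraries kept together and some 50 mM libraries exchanged. The same splits gave as many DAF-16-dependent genes in 2 of 100. With the series as a term 184 genes were called, 141 of them in common, but only 1 wild-type library at 50 mM is of the series of the other groups, so this fit rests on it, and library series and genotype cannot be told apart for these genes. Embryonic stage is consistent with part of the 405: at 500 mM the late-minus-early difference between *daf-16* mutants and wild type lay at percentile 0 of the random lists, with early-embryo genes higher in the mutant (median log2 0.64, 19 of 20 genes) and late-embryo genes at a median of -0.09. The same difference between *ssu-1* mutants and wild type at 500 mM lay at percentile 83.8. Each list by itself was low in *ssu-1* mutants, the early one at percentile 0.1 (16 of 19 genes lower) and the late one at percentile 0.32 (15 of 23 lower). The difference alone therefore does not exclude stage there. No explanation was tested for the 11 genes in *ssu-1* mutants. A loss of repression by DAF-16 stays among the open explanations, as untested.

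At 50 mM NaCl, 90 genes differed between *ssu-1* mutants and wild type (23 higher, 67 lower) and 547 between *daf-16* mutants and wild type (384 higher, 163 lower), with limma and Benjamini-Hochberg adjustment. The latter number was 148 without *daf-16* 50 mM replicate 2 and 1910 without wild-type 50 mM replicate 4. With the library series as a term it was 1186, of which 310 were among the 547. That contrast rests on the same single wild-type library, so the series and the genotype cannot be told apart here. In 1 of the 10 splits of the 6 libraries at 50 mM, the real one, as many genes were called. This is the smallest share 10 splits allow, so the share cannot decide on chance, and the 9 others called 0 or 1 gene against 547. The late-minus-early difference between *daf-16* mutants and wild type at 50 mM lay at percentile 99.94 of the random lists, opposite to that at 500 mM, and was given no test as an explanation. A strain difference other than the mutated gene stays open and was not tested.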

How the results depend on the processing

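All alternatives except the library series were set before the deposited table was examined, but after partial copies of Supplementary Datasets 1 and 2, which hold FPKM of the same libraries, had been read. Among the counts of genes, 278 values under an alternative stayed within 1.5 times the reported count and 35 did not. The SSU-1-dependent genes numbered between 50 and 64 under the alternatives to pseudocount, filter, scaling and trend, the DAF-16-dependent genes between 206 and 226, and the genes dependent on both between 48 and 60. Of the 57 genes dependent on both, 57 were kept under rescaled and quantile-normalized FPKM and 48 under a pseudocount of 0.1. The cause of the changes below was not tested, except where fewer libraries or the definition itself gives it.

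With a pseudocount of 0.1, 662 genes were repressed in experiment 1 in place of 357. Genes induced more in *ssu-1* mutants numbered 4 without a filter on low FPKM and 6 with limma without the trend, in place of 11. Definitions of dependence moved the SSU-1-dependent genes from 63 to 111 (change in the mutant under 50% of that in wild type), 184 (mutant change under 2) and 101 (lower in the mutant at 500 mM by limma's unadjusted p). Under the mutant change under 2, 15 of the 25 leading SSU-1-dependent genes were DAF-16-dependent, in place of 23. With 1 added to both terms of the ratio, 433 genes had a change above 2 in experiment 1. With 0.1 added to both, the numbers were 1246 in experiment 1, 52 for a change above 10, and 2576 in experiment 2.

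The replicate numbers do not pair the samples: the correlations of same-numbered libraries between concentrations were -0.25 and 0.10 in wild type and -0.02 and 0.12 in *ssu-1* mutants in experiment 1, -0.29 and -0.05 in wild type and 0.28, 0.13 and -0.07 in *daf-16* mutants in experiment 2. With the replicate number as a block, the numbers were 5 (induced more in *ssu-1*), 12 (*ssu-1* at 50 mM), 171 (induced more in *daf-16*), 4 (*daf-16* at 50 mM) and 1252 (wild type between experiments). The block gave 52 SSU-1-dependent and 186 DAF-16-dependent genes, 46 dependent on both.

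With the library series as a term, chosen after seeing the data, 184 genes were induced more in *daf-16* mutants and 1186 differed at 50 mM. The split of higher and lower calls depended on scaling in experiment 2. Interactions were positive for 62.1% of the calls as deposited (1667 against 1018) and for 48.8% after rescaling (1169 against 1228). At 50 mM *daf-16* mutants were higher for 70.2% of the calls, for 59.2% after rescaling (255 against 176) and for 55.4% after quantile normalization (271 against 218). Rescaling moved the median wild-type log2 change in experiment 2 from 0.06 to 0.16, and changes there are relative to it.

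With each library left out in turn, the SSU-1-dependent genes ranged from 54 to 74, the DAF-16-dependent genes from 178 to 277, the genes dependent on both from 51 to 58, and those induced over 10-fold and SSU-1-dependent from 19 to 20. Genes induced more in *ssu-1* mutants ranged from 4 (without *ssu-1* 500 mM replicate 3) to 11, genes induced more in *daf-16* mutants from 139 (without wild-type 500 mM replicate 4) to 707 (without wild-type 50 mM replicate 5), and genes different in *daf-16* mutants at 50 mM from 148 (without *daf-16* 50 mM replicate 2) to 1910 (without wild-type 50 mM replicate 4). Leaving out a 50 mM library of experiment 1 leaves 1 library in a group, so no test was made. Of the values for single genes with a library left out, 14 moved by more than the spread between replicates and 74 did not. Counted together with the values under another pseudocount in the ratio and under rescaled FPKM, 28 moved and 92 did not. The change of *gpdh-1* in wild type in experiment 2 ranged from 34.1 to 43.4. The lowest depth was that of wild-type 50 mM replicate 5 of experiment 2 (14600000 fragments), so genes near 1 FPKM are least precise in that library.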

Differences from the paper's values

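The paper reports 434 genes upregulated more than 2-fold in the *ssu-1* experiment, and the deposited FPKM gave 287 by the ratio of Fig. 2a. With 1 added to both means the number was 433. With FPKM rescaled to the same total it was 297, and without wild-type 50 mM replicate 2, or wild-type 500 mM replicate 2 or 3, it was 356, 343 and 329, also within 1.5 times the paper's. With 0.1 added to both means (1246), with the filter on low FPKM (287), and without wild-type 50 mM replicate 1 (269) or wild-type 500 mM replicate 1 (205), it was not.

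The paper reports 106 of these genes as requiring SSU-1, and 63 were SSU-1-dependent by the interaction test. With a change in the mutant under 50% of that in wild type the number was 111, with a lower FPKM in the mutant at 500 mM by limma's unadjusted p it was 101, and without wild-type 500 mM replicate 3 it was 74. None of the other alternatives set before the deposited table was examined came within 1.5 times. They gave between 50 and 64 genes, or 184 for a mutant change under 2.

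The paper states that all of the leading DAF-16-dependent genes required SSU-1 and that all of the leading SSU-1-dependent genes required DAF-16. R09E10.13 did not pass the test against *ssu-1* mutants (adjusted p = 0.128 from limma with Benjamini-Hochberg adjustment), and F08H9.3 (adjusted p = 0.763) and *srlf-12* (adjusted p = 0.0509; a gene outside the rule for named genes, chosen after its values were seen) did not pass that against *daf-16* mutants. With dependence defined as lower in the mutant at 500 mM by limma's unadjusted p, all 25 genes of each list passed. With the change in the mutant under 50% of that in wild type, all 25 of the first list and 22 of the second did. The number of genes with a change above 10 was 25, the paper's number, after rescaling and with 1 added to both means, against 24. The wild-type change of *gpdh-1* in the *daf-16* experiment reached 50.1 with 0.1 added to both means. The DAF-16-dependent genes numbered 167 with a change in the mutant under 50% of that in wild type, and 166 with that rule and the interaction test, near the paper's 161.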

Other observations

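Of the 57 genes dependent on both SSU-1 and DAF-16, 12 had another of them as the next gene on the chromosome among the genes tested in both experiments. Untested genes may lie between them. In 10000 random lists of as many tested genes the median was 0 and the highest 6, so chance placement is excluded (0 lists reached 12). The 12 genes are C37A5.5, C37A5.6, *fipr-22*, *fipr-23* and *fipr-24* on chromosome I, F15E6.4, F15E6.10, *hsp-12.3* and *hsp-12.6* on chromosome IV, and C54F6.5, C54F6.6 and C54F6.15 on chromosome V. Some share a family name, and reads shared between them were not tested as a source of the pattern. Those among the 12 that lie outside the rule for named genes were chosen after their values were seen. No biological explanation was tested.

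The 3 wild-type libraries of experiment 2 at 50 mM differed more from each other than those of the other groups. Their correlations of log2(FPKM + 1) were 0.971, 0.976 and 0.980, against at least 0.990 in every other group. *cyb-3*, outside the rule for named genes and chosen after its values were seen, was at 94.0 ± 56.9 FPKM (SD, n = 3) in them.

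F56A4.3 and *clec-209* were far lower in both mutant strains than in wild type at 50 mM. F56A4.3 was at 34.1 ± 3.51 FPKM (SD, n = 2) in wild type and at 0.115 ± 0.163 (SD, n = 2) in *ssu-1* mutants, and at 58.4 ± 17.3 (SD, n = 3) in wild type and listed at 0 in all 3 *daf-16* libraries. *clec-209* was at 74.2 ± 16.4 (SD, n = 2) and 2.65 ± 0.884 (SD, n = 2), and at 232 ± 74.4 (SD, n = 3) and 11.9 ± 3.57 (SD, n = 3). No explanation was tested.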
